# Alterations in energy production in a *Drosophila* model for the X-linked dystonia-parkinsonism-related Taf1 deficiency

**DOI:** 10.3389/fnagi.2026.1684267

**Published:** 2026-02-16

**Authors:** Frida Mandik, Shela Marie Algodon, Philip Seibler, Christine Klein, Melissa Vos

**Keywords:** *Drosophila melanogaster*, fatty acid oxidation, intellectual disabilities (ID), TAF1, XDP

## Abstract

**Background:**

X-linked dystonia-parkinsonism (XDP), an adult-onset neurodegenerative disorder, is caused by an SVA insertion in the *TAF1* gene, containing a hexanucleotide, the length of which is correlated to the severity of the disease. The SVA insertion moderately disrupts gene expression; however, the underlying disease mechanism remains enigmatic.

**Methods:**

Here, we characterized a fly model for Taf1 deficiency and performed a pilot RNA sequencing analysis. Subsequently, we validated these findings in Taf1-deficient flies and in XDP patient-derived fibroblasts.

**Results:**

We identified an upregulation of genes involved in lipid-dependent energy production as a compensatory mechanism to maintain proper ATP levels. However, studies in XDP patient-derived fibroblasts with minor TAF1 reduction did not confirm these findings.

**Conclusion:**

*β*-oxidation is elevated in flies with severe TAF1 reduction but not detected in XDP-patient fibroblasts, suggesting that this compensatory mechanism may only manifest above a critical TAF1 dosage threshold, absent in patient basal conditions. This finding thus suggests that dosage-dependent metabolic responses occur following TAF1 loss.

## Introduction

X-linked dystonia-parkinsonism (XDP) is a neurodegenerative disorder that presents with focal dystonia, typically manifesting in the fourth decade and evolving to generalized dystonia with parkinsonism, which later becomes the dominant feature (Pauly et al., 2020; Pozojevic et al., 2022). The disease is caused by a retrotransposon insertion consisting of a short interspersed nuclear element (SINE) domain, a variable number of tandem repeats (VNTR), and an Alu-like domain (ALU), commonly referred to as an SVA insertion (Makino et al., 2007). A polymorphic hexanucleotide sequence (AGAGGG)_n_ within the SVA insertion modifies the age at onset with the repeat number being inversely correlated with the age at onset of the disease (Westenberger et al., 2019; Laabs et al., 2021; Trinh et al., 2023) and TAF1 expression (Makino et al., 2007; Domingo et al., 2016; Ito et al., 2016; Bragg et al., 2017; Rakovic et al., 2018; Westenberger et al., 2019), underscoring the contribution of reduced TAF1 levels to the disease. However, the underlying mechanism remains to be elucidated. For this, animal models can be of great value; however, few animal models exist to study XDP (Gudmundsson et al., 2019; Janakiraman et al., 2019), and little is known about the cellular effects caused by TAF1 reduction. Here, we took advantage of *Drosophila melanogaster* as an animal model that has been proven to provide multiple essential insights into various neurodegenerative diseases (Vos and Klein, 2021). We aimed to characterize the effect of loss of Taf1 in flies using an available *taf1*-mutant fruit fly line and performed a pilot RNA sequencing analysis. We validated these findings in *taf1*-mutant flies and used fibroblasts derived from XDP patients to test the relevance of these findings for XDP patients.

## Methods

### Fly genetics

We purchased *taf1^1^red^1^e^1^/TM3, SB^1^*, control (w^1118^), w1118; Mi{ET1}Acadvl^MB08844^, and y1w*; Mi{MIC}CG3902^MI11047^/TM3, Sb1Ser1 lines from the Bloomington Drosophila Stock Center. *Taf1*-mutant flies were crossed to control flies and tested in a heterozygous condition (*w^1118^; taf1^1^/+*).

### RNA analyses

RNA was isolated from 10 whole flies using a standard procedure with the Qiagen RNA isolation kit. RNA sequencing and analysis of the fastq files were performed by the Genomics Core at UZ Leuven (Belgium) on an Illumina HiSeq system. Data analysis was performed using the DAVID Ontology Software.^1^ The data were validated using quantitative real-time PCR (qPCR), for which RNA was isolated from 20 flies or pellets containing approximately 500,000 fibroblasts, which were cultivated overnight at 37 °C using the Monarch Total RNA Miniprep Kit. qPCR was performed using the Maxima SYBR Green/Fluorescein qPCR Master Mix, and the reference genes *dRpl32*, *deEF1a2*, and *dAct5c* for flies and *UBE2D2*, *HPRT*, and *YWHAZ* for fibroblasts were used (Supplementary Table S1). The data for the different references were merged, and the mean value was calculated. The patient-derived fibroblast cultures were derived from four different XDP patients with SVA repeat numbers ranging from 39 to 45 years. Four healthy control fibroblasts with the same ethnicity, age, and sex were also used, as well as four different TAF1-ID patients with missense mutations and their corresponding controls.

### ATP levels

ATP levels were assessed using the ATP Bioluminescence Assay Kit CLS II following the manufacturer’s protocol. Each sample contained two flies, and the bioluminescence was measured using a Synergy HT Multi-Mode Microplate Reader (Biotek). The samples were normalized to the protein concentration using the Pierce BCA Protein Assay Kit.

### Statistical analyses

Nonparametric analyses were performed for experiments with a sample size greater than 7, using GraphPad Prism. The Kruskal–Wallis test was performed for group comparison. For pairwise comparison, the Mann–Whitney *U* test was performed.

## Results

Data from XDP patients reveal a reduction, not a loss, of TAF1 expression levels (Westenberger et al., 2019); hence, we used a heterozygous *taf1*-mutant fly line to mimic these reduced TAF1 levels in patients. Heterozygous loss of Taf1 resulted in a reduction of 57% of *taf1* cDNA compared to control flies (Figure 1A), suggesting these flies are suitable for the study of the effect of reduced TAF1 levels to discover candidate pathways affected by lower TAF1 levels.

**Figure 1:**
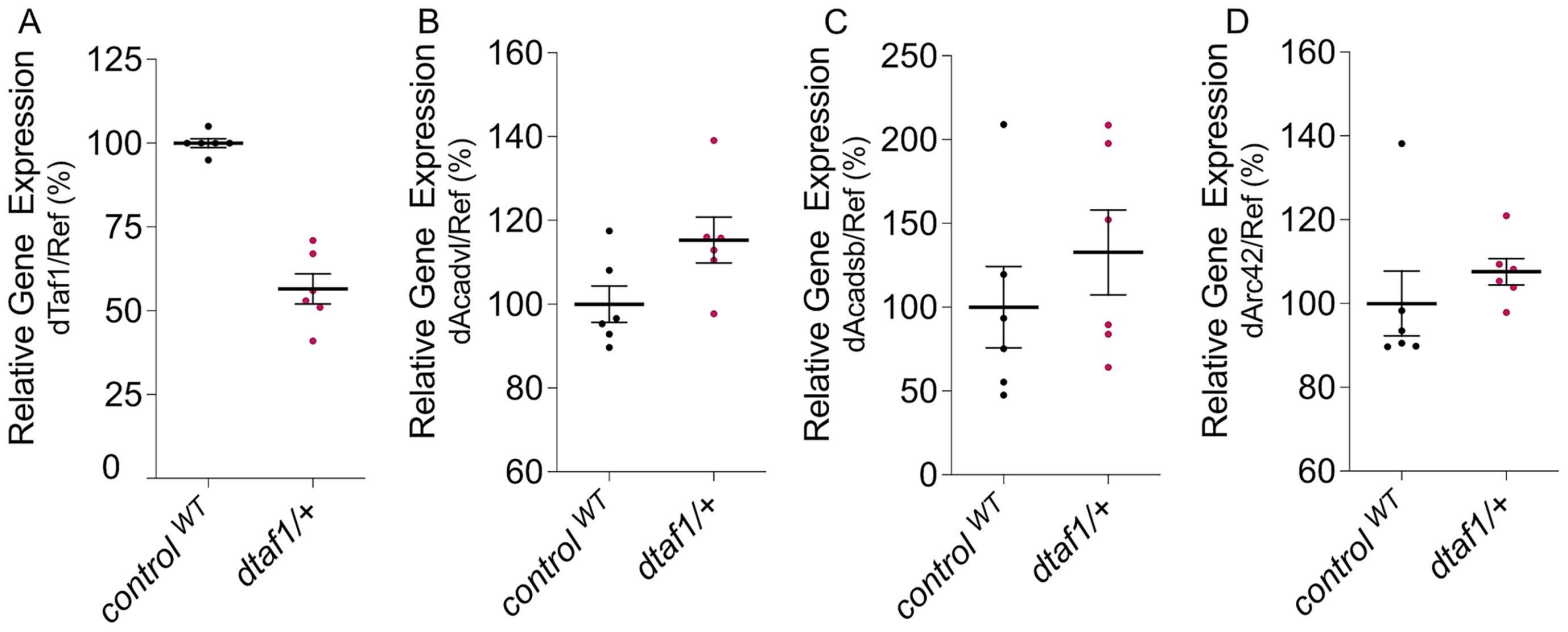
**(A,D)** qPCR data on heterozygous *taf1*-mutant flies compared to control flies to test cDNA levels of *taf1* **(A)**, *Acadvl* **(B)**, *Acadsb* **(C)**, and *Arc42* **(D)**. Data are single percentage data points with means and s.e.m., *n* = 6.

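RNA from 1 pool of 10 whole control flies and 1 pool of 10 whole heterozygous *taf1*-mutant flies was sequenced, so each genotype has 1 library. *Taf1* (FBgn0010355), which encodes the largest subunit of the transcription factor complex TFIID, lies on chromosome 3R of BDGP6 from 6646889 to 6656048. It had 1352 reads in the control library and 1564 reads in the larger mutant library. After scaling, these were 80.7 CPM (95% Poisson interval 76.5 to 85.1) in the control library and 58.0 CPM (55.2 to 61.0) in the mutant library. The mutant library therefore held 71.9% of the control level (95% exact conditional binomial interval 66.8 to 77.4). This is a log2 ratio of mutant over control of -0.48 (-0.58 to -0.37). The *Taf1* transcript is long (6649.5 nt), and the 1150 measured genes with the longest transcripts (from 4417 nt) had a median log2 ratio of -0.27. The lower *Taf1* level can therefore not be taken as loss of *taf1* alone. Among the 14 measured TFIID subunits, *Taf1* included, 0 were called higher or lower, and their median log2 ratio of mutant over control was 0.04 (95% interval over genes -0.35 to 0.32). The genes used as qPCR references lay above control in the mutant library, at 129.8% for *RpL32*, 124% for *eEF1alpha2* and 122% for *Act5C*. Of these 3 genes 0 were called higher, and their median log2 ratio was 0.04 with scaling by total reads. *RpL32* turned to a log2 ratio of -0.15 against genes of like transcript length and expression. Relative to the mean ratio of these 3 genes, *taf1* stood at 57.4% of control (53.3 to 61.7), and 4 TFIID subunits were called lower with this scaling and 3 with scaling by total reads. The *taf1*-mutant chromosome also carries alleles of *red* and *e*. *red* had a log2 ratio of -0.22 (-0.29 to -0.14), *e* was higher at 0.74 (0.52 to 0.97), and *w* was listed at 0 in both libraries. With scaling by total reads *e* was at 0.48 and with scaling to the qPCR reference genes at 0.42, and it was called higher with neither. The yolk protein genes *Yp1*, *Yp2* and *Yp3*, which adult females express strongly, had 267 reads together in the control library and 381 in the mutant library. The testis marker genes had 227771 and 390324 reads. The paper's text does not name the sex of the flies.
The libraries were prepared with a stranded mRNA kit. The authors' values are gene read counts divided by 1 factor per library, 0.761 for control and 1.26 for the mutant, on genome build BDGP6. Every value was a whole multiple of the value of 1 read (100% of values, within 0.001 of a read), so the reads were recovered. They sum to 16753242 reads in the control library and 32364756 in the mutant library. The mitochondrial ribosomal RNA *mt:lrRNA* took 1.90% of the control reads and 9.88% of the mutant reads. The libraries were scaled by the trimmed mean of M-values (TMM), which sets the mutant library at 1.61 times the size of the control library. Scaling by total reads gives 1.93 and moves every log2 ratio by -0.26. A gene was called higher or lower when its ratio was at least 1.5-fold and its 95% interval excluded equality, over the 11606 genes with at least 20 reads in both libraries together. Intervals cover counting error only. With 1 library per genotype the difference has no replicate check, no p-value was computed, and each value compares these libraries, not the genotypes.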

The functional impact of TAF1 reduction remains unclear; therefore, we performed a preliminary RNA sequencing analysis comparing the RNA sequencing data of 10 control flies with those of 10 heterozygous *taf1*-mutant flies. KEGG pathway analyses revealed an upregulation of pathways involved in energy production and its different metabolic mechanisms (Supplementary Table S2).

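Of the measured genes, 1486 were higher and 715 were lower in the *taf1*-mutant library. Gene lists for the pathways of Table S2 were written by hand and are not the KEGG sets. Of 19 genes of starch and sucrose metabolism, 14 were higher and 0 were lower, with a median log2 ratio of 1.05 (95% interval over genes 0.43 to 3.28). The largest differences among them were in the maltase genes *Mal-A7*, from 80 to 3265 reads (log2 ratio 4.66), and *Mal-A8* (3.50) and in the amylase-related gene *Amyrel* (4.48, 3.07 to 6.95, from 3 to 121 reads). Of 35 nuclear-encoded subunits of respiratory chain complex I, 14 were higher and 0 lower (median 0.45, 0.33 to 0.66), with *ND-AGGG* at 2.64 and *ND-B14.5B* at 1.14. Complexes II to IV had 11 higher and 1 lower of 31 (median 0.27, 0.12 to 0.65). *COX7C* was at 1.13, and the member that was lower was *COX6CL* at -0.65, which is also on the list of testis paralogs. ATP synthase had 5 higher of 16 (median 0.38, 0.22 to 0.68), with *ATPsynG* at 1.02, and vacuolar ATPase had 4 higher of 31 (median 0.18, 0.03 to 0.29). Testis paralogs were also among the higher genes, as *ATPsynGL* at 0.87. Over the respiratory chain, ATP synthase and vacuolar ATPase lists, 34 genes were higher, and 30 without members of the sex-specific lists. Of 27 lysosomal genes, 11 were higher (median 0.51, 0.23 to 0.77), among them the sterol-binding protein gene *Npc2g* at 1.54. Of 62 cytochrome P450 genes, 21 were higher and 7 lower (median 0.38, 0.17 to 0.54), from *Cyp6a17* at 3.71 to *Cyp6a8* at -0.92. Glutathione S-transferases had 13 higher of 33 (median 0.28, 0.18 to 0.66), UDP-glycosyltransferases 10 higher and 1 lower of 29 (median 0.31, -0.04 to 0.71), and branched-chain amino acid degradation 5 higher of 14 (median 0.47, 0.03 to 0.83). Higher genes of the branched-chain list include *Acat1*, *Echs1* and *Acadsb*, which are also on the fatty acid oxidation list. These 2 lists are therefore not separate results. In the order given here, scaling by total reads left 12, 3, 3, 2, 2, 7, 14, 7, 7 and 2 genes of these 10 lists higher and 0, 0, 2, 0, 1, 1, 9, 2, 4 and 0 lower. With scaling to the qPCR reference genes 12, 3, 2, 1, 1, 7, 12, 6, 5 and 2 were higher and 0, 0, 3, 0, 1, 1, 9, 2, 4 and 0 lower.
The medians of the lists for terms in the downregulated part of Table S2 depended on the scaling. With TMM, protein processing in the endoplasmic reticulum had 1 lower of 42 (*Der-1*, -0.86; median -0.05, -0.14 to 0.08), and FoxO signaling 1 lower of 32 (*chico*, -0.67; median -0.09, -0.19 to 0.09). The circadian clock list had 0 called of 16 (median -0.13, -0.29 to 0.04), and DNA replication 3 higher and 0 lower of 34 (median -0.04, -0.18 to 0.16). N-glycan synthesis had 2 higher and 1 lower of 29 (median 0.06, -0.08 to 0.20), and ubiquitin ligases and conjugases 1 higher and 1 lower of 39 (median -0.17, -0.24 to -0.04). When the libraries were scaled by total reads, all 6 medians lay below 0, at -0.32, -0.35, -0.39, -0.30, -0.20 and -0.43 in the same order, with 3, 4, 3, 6, 4 and 11 genes lower. With scaling to the qPCR reference genes 7, 5, 4, 9, 4 and 11 genes were lower. The median over all 11606 measured genes was itself -0.26 with total reads and -0.32 with the qPCR reference genes, against 0.0064 with TMM. The 6 lists therefore moved with the typical gene.

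**Figure D1:**
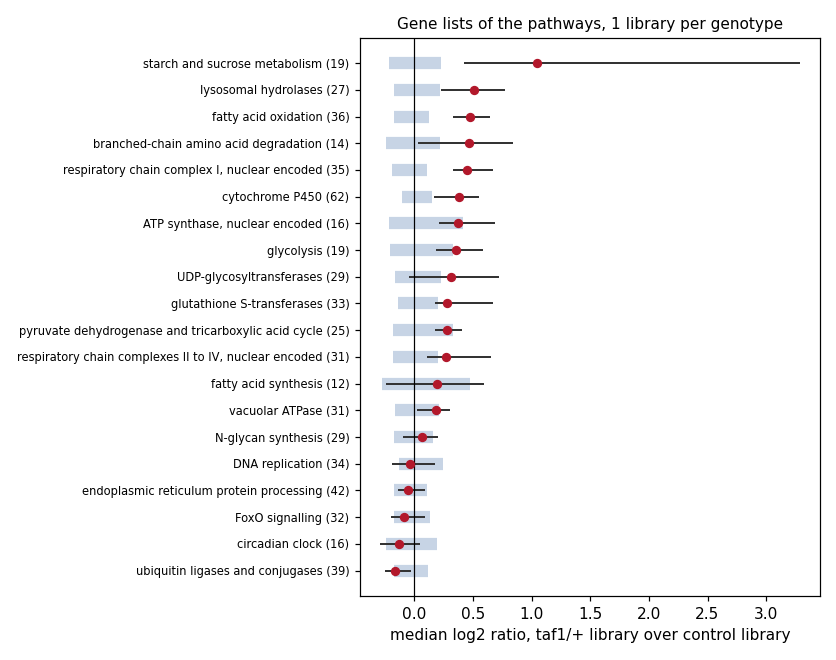
Median log2 ratio (taf1-mutant library over control library, x axis) of each pathway list, with the number of measured genes in parentheses. Red points are medians, black lines their 95% intervals over genes, and blue bars the central 95% of 10000 random lists of the same size and mean expression. Starch and sucrose metabolism lies highest, at 1.05, and ubiquitin ligases and conjugases lowest, at -0.17. The medians of the starch, fatty acid oxidation, complex I, lysosomal, cytochrome P450 and branched-chain amino acid lists exceeded all of their random lists. Lists can share genes, as the fatty acid oxidation and branched-chain lists do.

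The log2 ratio varied with transcript length in these libraries. Its median was 0.19 among the 1150 genes with the shortest transcripts (up to 649 nt), of which 27.8% were higher, and -0.27 among the 1150 with the longest (from 4417 nt), of which 1.57% were higher. Against genes of like transcript length and expression, the median of complex I was 0.25 (0.04 to 0.47), of complexes II to IV 0.03 (-0.26 to 0.22), of ATP synthase 0.18 (-0.21 to 0.47) and of glutathione S-transferases 0.16 (0.03 to 0.51). In this comparison *ATPsynG* was at 0.47, below the 1.5-fold limit. Among random lists matched on transcript length as well, complex I stood at percentile 91.4, complexes II to IV at 34.97, ATP synthase at 62.2 and glutathione S-transferases at 92.8. Higher genes made up 67.5% of the calls, but 26.8% when the libraries were scaled by total reads and 20.8% when they were scaled to the qPCR reference genes. The last scaling turned the medians of complexes II to IV, glutathione S-transferases, UDP-glycosyltransferases and vacuolar ATPase below 0, and scaling by total reads did so for vacuolar ATPase.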

Our data suggest that fatty acid homeostasis is upregulated, contributing to energy production through the degradation of fatty acids in a process known as *β*-oxidation. 

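Of 39 genes of fatty acid oxidation, 36 were measured, 13 were higher in the *taf1*-mutant library and 0 were lower. The median log2 ratio was 0.47 (95% interval over genes 0.34 to 0.64), and 35 of the 36 genes lay above 0. The median exceeded all of 10000 random lists of the same size and mean expression. *Acat1*, an acetyl-CoA acetyltransferase of the last step of the pathway, had the highest log2 ratio, 1.72 (1.56 to 1.90), from 338 to 1798 reads. The hydroxyacyl-CoA dehydrogenase gene *scu* was at 1.19 (1.10 to 1.29) and the enoyl-CoA hydratase gene *Echs1* at 1.10 (0.99 to 1.21). Of the ACAD genes, *Arc42* (FBgn0038742; 3R, 19877737 to 19879309) went from 27.6 CPM in the control library to 53.3 CPM in the mutant library, which is 1.93-fold (log2 ratio 0.95, 0.80 to 1.11). *Acadsb* (FBgn0036824; 3L, 18893120 to 18898293) went from 72.1 to 128 CPM, or 1.78-fold (0.83, 0.74 to 0.93). *Acadvl* (FBgn0034432; 2R, 19305172 to 19307445) went from 107 to 163 CPM, or 1.52-fold (0.60, 0.52 to 0.68). The positions are those of BDGP6. The acyl-CoA oxidase gene *Acox57D-p* was the member below 0, at -0.46 (-0.59 to -0.32). *Mcad*, *Mfe2* and *CG9547* were listed at 0 in both libraries. These 4 genes were named after their values were seen. *Desat1*, a desaturase of fatty acid synthesis, was higher at 1.21 and the fatty acid synthase gene *FASN2* was lower at -0.65, but at -0.34, within the 1.5-fold limit, against genes of like length and expression. The fatty acid synthesis list had 2 higher and 1 lower of 12 (median 0.20, -0.23 to 0.58), and 1 higher and 2 lower both with scaling by total reads (median -0.067) and with scaling to the qPCR reference genes (-0.13).

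**Figure D2:**
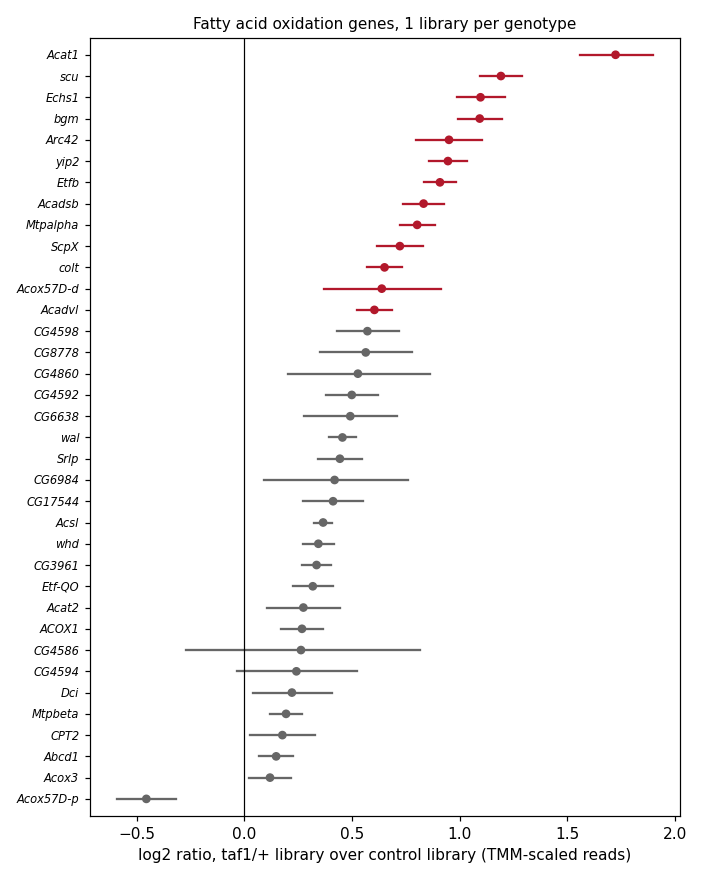
Log2 ratio of each measured fatty acid oxidation gene (taf1-mutant library over control library, x axis), 1 gene per line. Points are ratios of TMM-scaled reads with 95% exact intervals for counting error, and the 13 genes in red were at least 1.5-fold higher. The genes run from Acat1 at 1.72 to Acox57D-p at -0.46.

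Marker genes of the fat body and hemolymph were also higher, in 8 of 13 cases, with a median of 1.10 (0.24 to 2.01). Against genes of like transcript length and expression, the median of the fatty acid oxidation list was 0.42 (0.35 to 0.61). It was 0.21 with 7 genes higher and 1 lower when the libraries were scaled by total reads, and 0.15 with 6 higher and 1 lower when they were scaled to the qPCR reference genes. *Acadvl* lay below the 1.5-fold limit under both scalings, under the authors' own scaling and with neuron, photoreceptor and muscle genes set to equality, and *Acadsb* under the first 2. The paper proposes that fatty acid homeostasis is upregulated and adds to energy production through *β*-oxidation, and it took this pathway to qPCR.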

We focused on this pathway as alterations in *β*-oxidation are common in various neurodegenerative disorders, including Parkinson’s disease (PD) (Vos et al., 2021; Aqeel et al., 2025; Yang et al., 2025), which shares a connection to XDP. To confirm the upregulation of *β*-oxidation upon heterozygous loss of Taf1, qPCR was performed. The first and rate-limiting reaction of *β*-oxidation is catalyzed by Acyl-CoA dehydrogenase (ACAD) (Guerra et al., 2022). Multiple ACADs exist depending on the fatty acids to be processed. We tested the relative expression of ACADs catalyzing very long fatty acids (Acadvl), short fatty acids (Arc42), and branched fatty acids (Acadsb). All three Acads exhibit a tendency towards higher gene expression in heterozygous *taf1*-mutant flies compared to control flies (Figures 1B–D), confirming the findings of our RNA sequencing analysis that *β*-oxidation is increased upon reduction of Taf1.

In addition to *β*-oxidation, glycolysis appears to be upregulated upon Taf1 deficiency (Supplementary Table S2). Both feed acetyl-CoA into the tricarboxylic acid (TCA) cycle, providing substrates for the mitochondrial electron transport chain, which facilitates oxidative phosphorylation and the production of ATP (Shi and Tu, 2015). Hence, we tested ATP levels, and in *taf1*-mutant flies, these ATP levels are unaffected compared to control flies (Figure 2A), suggesting the upregulation of Acads is a compensatory mechanism to maintain stable ATP levels in Taf1-deficient flies. 

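Of 19 measured genes of glycolysis and gluconeogenesis, 4 were higher in the *taf1*-mutant library and 0 were lower. Their median log2 ratio was 0.36 (95% interval over genes 0.19 to 0.57). *Pgk*, phosphoglycerate kinase, was highest at 0.90 (0.86 to 0.94), followed by the phosphoglucomutase gene *Pgm1* at 0.77 and the fructose-bisphosphatase gene *fbp* at 0.76. The pyruvate kinase gene *PyK*, at 0.66 (1.58-fold), was the other member past 1.5-fold. The hexokinase genes *Hex-A* and *Hex-t1* had ratios of -0.36 and -0.30, and *Hex-C* and *Pepck* were listed at 0 in both libraries. These genes other than *Pgk*, *Pgm1* and *fbp* were chosen after their values were seen. Among 25 measured genes of pyruvate dehydrogenase and the TCA cycle, 3 were higher and 0 lower, and the median was 0.28 (0.18 to 0.40). They were *Mdh1* at 0.97 (0.92 to 1.02), the fumarase gene *Fum1* at 0.65 and *SdhC*, a subunit of succinate dehydrogenase, at 0.65. *Mdh1* encodes the cytosolic malate dehydrogenase. The mitochondrial enzyme of the cycle, *Mdh2*, is also on the list and was not called. Against genes of like transcript length and expression *SdhC* was at 0.20, below the 1.5-fold limit. For comparison, 1486 of all 11606 measured genes were higher. The glycolysis median stood at percentile 98.1 and the TCA median at percentile 94.5 of 10000 random lists of the same size and mean expression. In Table S2, the paper's reported false discovery rate is 0.112 for glycolysis and 0.146 for the TCA cycle, beside 0.00364 for fatty acid degradation. With total-read scaling the glycolysis median was 0.09 with 1 gene higher and 3 lower. With scaling to the qPCR reference genes it was 0.03 with 0 genes higher and 4 lower, and the TCA median was -0.05 with 1 higher and 0 lower.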

To assess this, we measured ATP levels in double heterozygous mutant flies carrying a heterozygous loss of Taf1 and Acad. Heterozygous loss of Acad does not affect ATP levels; however, the double heterozygous mutant *taf1*-*Acad* flies have decreased ATP levels (Figures 2B,C), showing that the upregulation of *β*-oxidation upon Taf1 reduction serves as a compensation to stabilize ATP levels following lower Taf1 levels.

**Figure 2:**
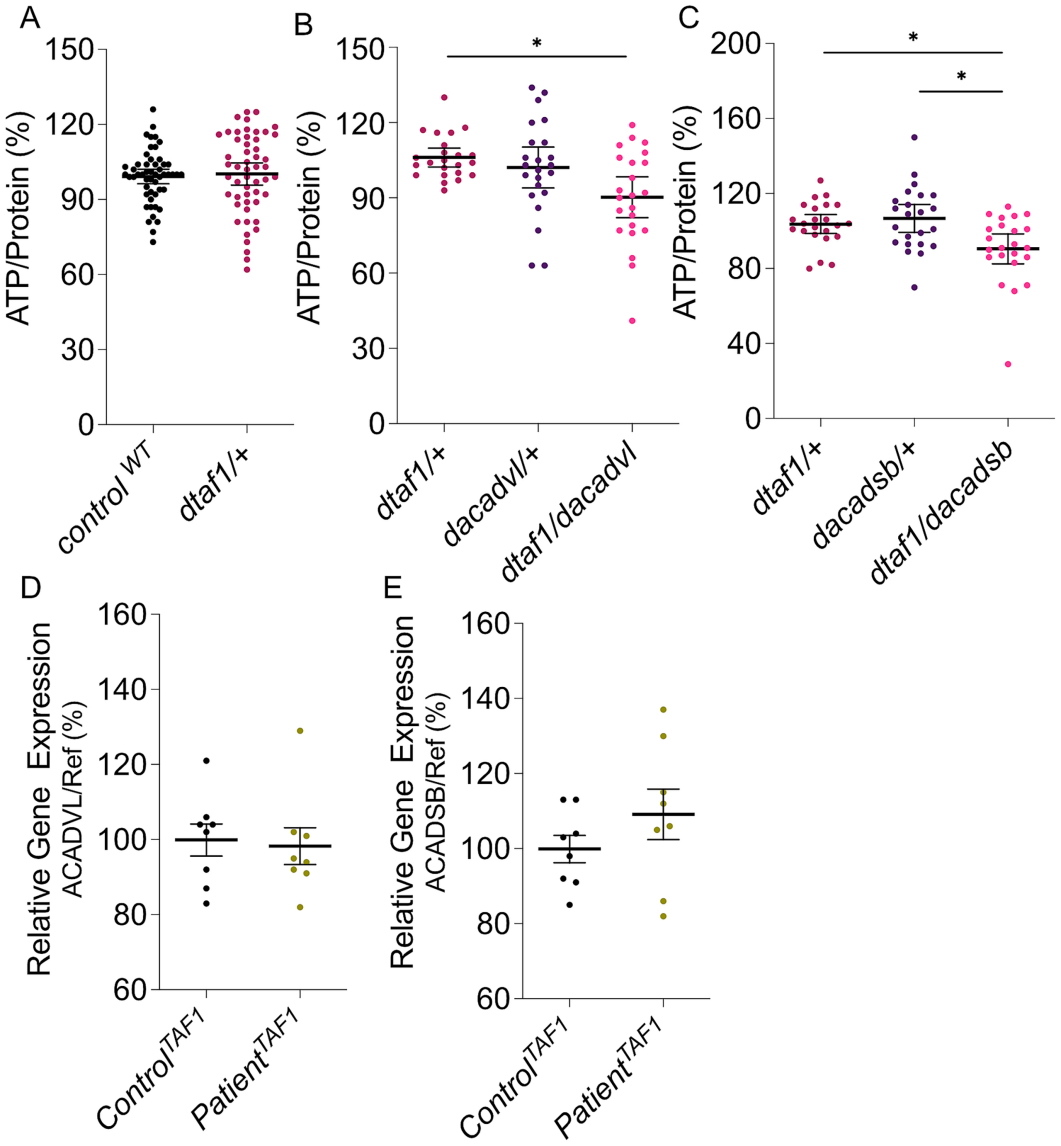
**(A–C)** ATP levels of Taf1-deficient flies compared to control flies **(A)**, *taf1*, *Acadvl,* and double heterozygous mutants *taf1/Acadvl* **(B)**, and *taf1*, *Acadsb,* and double heterozygous mutants *taf1/Acadsb* **(C)**. **(D,E)** qPCR data on XDP patients compared to controls to test cDNA levels of ACADVL **(D)** and ACADSB **(E)**. Data are normalized data points with 95% confidence interval *n* = 23–52 **(A–C)** and single percentage data points with means and s.e.m., *n* = 8 **(D, E)**. The Kruskal–Wallis test was used for group comparison, and the Mann–Whitney U-test was employed for pairwise comparison. *p < 0.05.

To test whether these mechanisms are relevant for XDP patients, we performed qPCR in patient-derived fibroblasts and assessed the expression levels of the different ACADs. No effect was observed in cDNA levels of two different ACADs in patient cells compared to control fibroblasts (Figures 2D,E). Similarly, we did not observe an effect in expression levels of the different ACADs in fibroblasts from TAF1-dependent intellectual disability (TAF1-ID) patients (Supplementary Figure S1), which is caused by missense mutations in *TAF1* and does not result in lower TAF1 expression levels.

## Discussion

TAF1 is required for the proper function of RNA polymerase II and is linked to XDP via an SVA insertion that reduces TAF1 expression levels. Our data support the upregulation of *β*-oxidation due to the heterozygous loss of Taf1 in fruit flies. Furthermore, we discovered that increased *β*-oxidation functions as a compensatory mechanism to maintain stable ATP levels. Nonetheless, we could not confirm this in fibroblasts derived from XDP patients, suggesting that differential processes may exist in flies and humans.

In our pilot RNA sequencing analysis, we obtained mean RNA expression levels for 10 whole flies, providing us with preliminary data that showed the upregulation of *β*-oxidation. Although our sample size is relatively modest, recent studies indicate that this limitation affects statistical power rather than precision (Degen and Medo, 2025). Nonetheless, previous studies in different model organisms have not highlighted pathways involved in energy metabolism as being altered (Domingo et al., 2016; Gudmundsson et al., 2019).

Our results revealed an upregulation of *β*-oxidation and glycolysis, both of which provide substrates for mitochondrial energy production (Shi and Tu, 2015). Interestingly, impaired mitochondrial energy production is a common feature upon neurodegeneration, specifically also for PD (Morais et al., 2009; Vos et al., 2012, 2013), which shares features with late-stage Parkinsonism of XDP. However, in PINK1-related PD, *β*-oxidation levels are decreased, resulting in lower ATP levels (Vos et al., 2021). In contrast, following Taf1 reduction, we observed an upregulation of *β*-oxidation to ensure sufficient ATP levels. Thus, heterozygous loss of Taf1 induces a shift in energy production towards increased *β*-oxidation.

We did not observe the same findings in fibroblasts derived from XDP patients, suggesting that upregulation of *β*-oxidation plays a minor role, if any, in these patients. One possible explanation could lie in the amount of Taf1 reduction in flies compared to that in XDP patients, where the decrease in TAF1 expression is relatively minor (Domingo et al., 2016; Rakovic et al., 2018). This supports that our findings likely reveal a threshold-dependent activation of metabolic compensation, such that at mild reductions, as under (patho)physiological conditions in patients, cells may maintain homeostasis through subtle, sustained adjustments without triggering acute metabolic reprogramming. However, at a more substantial reduction, as observed in our heterozygous *taf1*-mutant flies, transcriptional stress and energy demand may exceed a critical threshold, stimulating cells to activate compensatory pathways, such as enhanced *β*-oxidation, to sustain ATP production. Nonetheless, understanding this compensation is biologically valuable, as identifying the energetic stress pathways triggered by TAF1 loss could reveal cellular vulnerabilities and adaptive limits relevant to XDP pathophysiology. Even if not prominent under basal conditions, *β*-oxidation upregulation may become relevant during metabolic stress, aging, or in response to environmental challenges. In addition to dosage effects, cell-intrinsic metabolic specialization likely contributes to the discrepancy between the findings in fly and patient fibroblasts. Neurons, particularly those affected in XDP (dopaminergic and medium spiny neurons), depend almost exclusively on oxidative phosphorylation (~95% ATP production), whereas fibroblasts predominantly employ aerobic glycolysis with relatively modest mitochondrial capacity. Consequently, TAF1 reduction will primarily compromise neuronal oxidative phosphorylation capacity, creating an energy deficit that may be compensated for by upregulating *β*-oxidation, as we observe in our fly data. Fibroblasts, by contrast, can maintain ATP homeostasis through residual glycolytic capacity without requiring metabolic compensation. An additional consideration is that TAF1 undergoes tissue-specific splicing, and neuronal-specific isoforms may differentially regulate genes controlling mitochondrial biogenesis and energy metabolism. Finally, our RT-qPCR analysis was limited to human orthologs of fly genes showing the most significant fold changes in *β*-oxidation. 

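Within the fatty acid oxidation list, *Arc42* ranked 5, *Acadsb* 8 and *Acadvl* 13 of the 36 measured fly genes by log2 ratio, all among the genes at least 1.5-fold higher in the *taf1*-mutant library. *Acat1*, *scu*, *Echs1* and *bgm*, which encodes an acyl-CoA synthetase, ranked above them. The other measured ACAD genes of the list were lower in rank. *CG4860* had a log2 ratio of 0.53 (95% exact interval 0.20 to 0.86) and *CG6638* of 0.49 (0.28 to 0.71), and neither reached 1.5-fold. These 2 genes and *bgm* were named after their values were seen. The ranks rest on 1 library per genotype and were not adjusted for transcript length. Within the list the log2 ratio fell with transcript length (Spearman's rho across genes -0.35 over 36 genes).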

A more comprehensive transcriptomic profiling in patient-derived neural cells would be essential to determine whether elevated *β*-oxidation occurs in XDP patient neurons and, if so, whether this represents a protective maladaptive response.

## Conclusion

Little is known about the effects of *TAF1* mutations in humans and their role in various diseases. Therefore, characterizing these effects in animal models may provide valuable insights into TAF1-related mechanisms leading to disease. Our study identified significant disruptions in energy production in Taf1-deficient flies. Although we could not confirm these findings in fibroblasts derived from XDP patients, these mechanisms may still be relevant in TAF1 deficiency. Still, rather than being a primary disease driver in XDP patients with milder TAF1 reduction, they may be a threshold-dependent compensatory response.

## Data Availability

The data has been uploaded to Gene Expression Omnibus (GEO) and is available under the accession ID GSE318289 and is available via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE318289.

## Footnotes

1
https://davidbioinformatics.nih.gov/home.jsp

# Supplementary material for: Alterations in energy production in a Drosophila model for the X-linked dystonia-parkinsonism-related Taf1 deficiency
**Source:** Front Aging Neurosci. 2026 Feb 16;18:1684267. doi: 10.3389/fnagi.2026.1684267
**Supplement:** Supplementary file 1

**Supplemental Fig. 1.** (A-B) Gene expression data on TAF1-ID patients compared to controls to test cDNA levels of *ACADVL* (A) and *ACADSB* (B). Data are single percentage data points with means and s.e.m.; n = 12. The Whitney U-test was employed for pairwise comparison.

# Supplementary material for: Alterations in energy production in a Drosophila model for the X-linked dystonia-parkinsonism-related Taf1 deficiency
**Source:** Front Aging Neurosci. 2026 Feb 16;18:1684267. doi: 10.3389/fnagi.2026.1684267
**Supplement:** Supplementary file 2

Supplemental Table 1. Primer used in the qPCR

| Target Gene | Primer Orientation | Sequence | FlyBase ID/ OMIM |
| --- | --- | --- | --- |
| *ACADSB* | Forward | CAGATGCTGGGACTGGCG | 600301 |
|  | Reverse | TGGCCATTGACGCTTCTTTT |  |
| *ACADVL* | Forward | GCCATCGACCTCTATGCCAT | 609575 |
|  | Reverse | CAAGTGGGTTGCTGGTGAC |  |
| *dAcadsb* | Forward | CTCTGATGTGGCGGGAGTCT | FBgn0036824 |
|  | Reverse | CTTGCGCTCCAGCAGGTAC |  |
| *dAcadvl* | Forward | GTGGCCACGTAGTGGGTGA | FBgn0034432 |
|  | Reverse | GTGGTCTTGGCGATGGTGG |  |
| *dAct5c* | Forward | TCCACGAGACCACCTACAAC | FBgn0000042 |
|  | Reverse | CACTTGCGGTGCACAATGGA |  |
| *dArc42* | Forward | CCACCATAGCAACCGACAAG | FBgn0038742 |
|  | Reverse | GATGCCCAGCTTATCCTCCT |  |
| *deEF1a2* | Forward | GCGTGGGTTTGTGATCAGTT | FBgn0000557 |
|  | Reverse | GATCTTCTCCTTGCCCATCC |  |
| *dRPL32* | Forward | ATCGGTTACGGATCGAACAA | FBgn0002626 |
|  | Reverse | GACAATCTCCTTGCGCTTCT |  |
| *dTaf1* | Forward | CCCAACTACGATCCCTCAGA | FBgn0010355 |
|  | Reverse | CTCGAGAACCATCGTCTTCC |  |
| *HPRT1* | Forward | ATCAGACTGAAGAGCTATTGTAATGACCA | 308000 |
|  | Reverse | TGGCTTATATCCAACACTTCGTG |  |
| *UBE2D2* | Forward | TGCCTGAGATTGCTCGGATCT | 602962 |
|  | Reverse | TCGCATACTTCTGAGTCCATTCC |  |
| *YWHAZ* | Forward | GTAGGTCATCTTGGAGGGTCGT | 601288 |
|  | Reverse | GGTATGCTTGTTGTGACTGATCG |  |

# Supplementary material for: Alterations in energy production in a Drosophila model for the X-linked dystonia-parkinsonism-related Taf1 deficiency
**Source:** Front Aging Neurosci. 2026 Feb 16;18:1684267. doi: 10.3389/fnagi.2026.1684267
**Supplement:** Supplementary file 3

Supplemental Table 2. KEGG Pathways that were significantly upregulated or downregulated in heterozygous taf1-mutant flies ranked according to p-value

How the deposited data were processed for this re-analysis (not part of the article)

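RNA of 10 pooled whole control flies and of 10 pooled whole heterozygous *taf1*-mutant flies was measured in 1 library each. The paper states that a genomics core sequenced the RNA on an Illumina HiSeq and processed the reads, and that pathways were analysed with DAVID. The submitters' notes name a stranded mRNA kit and the genome build BDGP6. The aligner, the counting tool, the annotation release, the gene threshold used for DAVID and the source of the library factors are not given in the sources used here.
The authors deposited 1 table with 17559 genes and 1 column per library. Its values are a signal, gene read counts that the authors divided by 1 factor per library. The smallest positive value of each column, 1.31 in control and 0.794 in the mutant, was taken as the value of 1 read. Dividing by it gave whole numbers for 100% of values within 0.001 of a read. The design had been written for raw counts. The recovered reads were used in their place with the same calculations. A count model of the kind fitted by edgeR or DESeq2 could not be fitted to these reads, because 1 library per genotype leaves 0 residual degrees of freedom for the spread.
Reads were scaled by TMM, computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 (trim of 30% of ratios and 5% of expression). The size ratio of 1.61 was checked against edgeR 4.0.16 and the median-of-ratios value against DESeq2 1.42.0 in R 4.3.3. Log2 ratios of mutant over control used a prior count of 0.5. Intervals of a ratio are exact 95% conditional binomial (Clopper-Pearson) intervals and intervals of a CPM are exact Poisson intervals. They cover counting error only, and reads without molecular identifiers are not independent molecules. The 11606 genes with at least 20 reads in both libraries together were measured. A gene was called higher or lower at 1.5-fold with an interval that excluded equality. The depth of 16753242 and 32364756 reads puts 3 reads, the limit that a count of 0 allows, at 0.179 CPM in the control library and 0.111 in the mutant library on the TMM scale.
Before the data were examined, 45 gene lists were written from the pathways of Table S2, the tissues of a whole fly and control sets. The genes to be named were also fixed then. They are the genes the paper names, the marker genes *red*, *e* and *w*, in each list the 3 highest and 3 lowest called members with at least 50 reads in the larger library, and overall the 10 highest and 10 lowest called genes with at least 10 CPM. Other genes, such as the yolk protein genes, *mt:lrRNA*, *mt:ND2* and *elav*, are named outside this rule. Table S2 was seen before the lists were written. Gene names were matched to current symbols with the RefSeq table of the Release 6 plus ISO1 MT assembly for 17330 genes, and positions and transcript lengths come from a BDGP6 annotation, with a length for 17331 genes. Each list was described by the median log2 ratio of its measured members, a 95% order-statistic interval over genes, and the percentile of its median among 10000 random lists of the same size, drawn from 20 bins of mean expression. Genes of a list are not independent replicates, and the percentile describes these libraries.
The calculations were tested on simulated reads for the 2 libraries with 200 changed genes. Of 50 genes changed 2-fold, 100% were called in their direction, and of 50 changed by 1.5-fold, the limit itself, 42%. Of 11400 unchanged genes, 75 were called, and 95.4% of the intervals over 11600 genes held the simulated ratio. The simulated reads varied by Poisson counting error only, without spread between pools or preparations. These rates therefore check the calculation and are not error rates of the calls in the sequenced libraries. After a length trend was put on all genes, a list of 36 genes simulated at 0.4 was recovered at 0.39.
The alternatives were other scalings (total reads, median of ratios, upper quartile, tissue marker genes at equality, the qPCR reference genes), other limits on low reads, another prior count, other fold limits, and the leaving out of sex-specific genes. The authors' own scaling, scaling without the mitochondrially encoded genes or without the 20 genes with the most reads, no fold limit, and ratios set against the 200 genes nearest in transcript length and expression were added to the alternatives after the data were examined. Of these, the scaling without the 20 genes had been planned as a test of an explanation. A gene at 0 is described only as listed at 0. Of the 17559 genes, 4422 were at 0 in both libraries, 2280 of them protein-coding. These include genes with known adult expression, such as the neuronal gene *elav* and 17 of the 65 genes of the accessory gland list. The qPCR, ATP and fibroblast measurements were not analysed here.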

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

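The comparison with genes of like transcript length, the scaling without the mitochondrially encoded genes and the test on RNAs without a long poly(A) tail were added after the patterns were seen but ahead of their own results. The test on nuclear-encoded respiratory chain genes was chosen only after the result was seen. Gene lists outside the pathways that the paper discusses were singled out where their median log2 ratio of mutant over control exceeded at least 99.9% of 10000 random lists of the same size and mean expression. These were the mitochondrially encoded genes (median 2.97), antimicrobial peptides (1.40), fat body and hemolymph markers (1.10), hemocyte markers (0.79), cytoplasmic ribosomal proteins (0.74), triglyceride lipases and lipid storage (0.58) and mitochondrial ribosomal proteins (0.38). The intervals over genes of the hemocyte list (-0.20 to 0.98) and of the lipase and lipid storage list (-0.01 to 1.19) reach below 0. Against genes of like transcript length and expression the median of the mitochondrial ribosomal proteins was 0.20 (0.08 to 0.33). All 7 medians stayed above 0 when the libraries were scaled by total reads or to the qPCR reference genes.
Of 12 measured mitochondrially encoded protein genes, 12 were higher in the *taf1*-mutant library, from *mt:ND2* at 2.29-fold to *mt:ND3* at 131-fold, and mitochondrial genes as a whole took 2.91% of the control reads and 15.2% of the mutant reads. Leaving these genes out of the scaling moved their median by 0.000485, which decides nothing, because TMM trims such genes in any case. A larger number of mitochondria of the usual make-up per cell might raise nuclear-encoded respiratory chain and ATP synthase genes to a similar degree. Over 82 such genes the median was 0.39 (0.32 to 0.56), far below 2.97. This argues against that explanation only if nuclear and mitochondrial transcripts rise together, which was not tested. Weaker poly(A) selection in the mutant library could raise transcripts with short poly(A) tails, but only 3 RNAs without a long tail had enough reads (median 0.68), so this explanation and the genotype cannot be told apart with these libraries. Whether the mitochondrial DNA of the 2 fly lines differed from the reference was not tested.
Of 85 measured cytoplasmic ribosomal protein genes, 72 were higher and 0 lower, among them *RpL38* (2.08) and *RpLP2* (1.38), against 32 higher with total-read scaling and 26 with the qPCR reference genes, and Table S2 lists no ribosome term. Their transcripts are short (median 698 nt), and over 11498 genes the log2 ratio fell with transcript length (Spearman's rho across genes -0.31, and -0.29 without ribosomal, respiratory chain and mitochondrial genes). Against the 200 genes nearest in length and expression the ribosomal median was 0.33 (0.22 to 0.46) with 24 genes higher, so the length trend does not account for all of it, and since these neighbors include ribosomal protein genes the comparison can also remove part of a true difference. The trend was present among testis markers (rho -0.47 over 33 genes) and accessory gland markers (-0.47 over 48 genes). It was also present among neuronal genes (-0.55 over 17 genes) and fatty acid oxidation genes (-0.35 over 36 genes). It was weaker among cytochrome P450 genes (-0.14 over 62 genes). It was nearly absent among lncRNA genes (-0.01 over 651 genes) and within the ribosomal protein list itself (-0.05 over 84 genes). It remains open whether the trend came from library preparation or from the flies, and the genotype as its origin was not tested.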

How the results depend on the processing

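The authors' own scaling and the absence of a fold limit were chosen only after the result was seen, the scaling without the mitochondrially encoded genes and the comparison with genes of like length after the list medians but ahead of their own results, and the scaling without the 20 genes with the most reads was planned as a test and added here later. No paired analysis was possible because each genotype has 1 library, and for the same reason no library could be left out in turn. Over all alternatives, 2233 values kept their call, stayed within the interval of their median or stayed within 1.5 times of their count. In a second group, 119 list medians left that interval or belonged to lists without one, where any movement was counted. Such lists have few measured genes, as the eggshell list has, and many of their shifts were minute. Another 79 lost a call or had a count lower by more than that, 16 gained a call or had a count higher by more than that, and 9 whose interval had excluded 0 changed sign. A further 25 medians, whose interval included 0 or that had none, also changed sign and are counted in the first 2 groups. Scaling by median of ratios, upper quartile, tissue marker genes at equality, without sex-specific genes, without the mitochondrially encoded genes or without the 20 genes with the most reads, the other limits on low reads, the prior count of 2 and lists without their sex-specific members changed no direction. Among these, tissue marker scaling took *Acadvl* to 0.58, below the 1.5-fold limit, as did the authors' own scaling (0.56). With total-read scaling 813 genes were higher and 2216 lower, against 1486 and 715. *Taf1* was then at -0.74, past the limit, *Acadvl* at 0.34 and *Acadsb* at 0.57. The median of fatty acid oxidation was 0.21 (7 genes higher, against 13), of glycolysis 0.094, of the TCA cycle 0.017, of complex I 0.18 and of vacuolar ATPase -0.082. With scaling to the qPCR reference genes 721 genes were higher and 2749 lower. *Taf1* was at -0.80, *Acadvl* at 0.28 and *Acadsb* at 0.51. The medians were 0.15 for fatty acid oxidation (6 genes higher), 0.032 for glycolysis and 0.12 for complex I. Of medians with an interval above 0, those of the TCA cycle (-0.045), complexes II to IV (-0.056), vacuolar ATPase (-0.14) and glutathione S-transferases (-0.041) turned negative. So did medians whose interval included 0, among them N-glycan synthesis (-0.26), proteasome (-0.23), photoreceptors (-0.20), midgut proteases (-0.16) and UDP-glycosyltransferases (-0.012). By the construction of this scaling, *Act5C* (-0.033) and *eEF1alpha2* (-0.018) lay near 0. These 2 scalings move all genes by one factor, a shift of -0.26 and -0.33, which is the cause of the changes. Total reads include the mitochondrial reads, 2.91% of the control and 15.2% of the mutant library, which adds to the first shift. The qPCR reference genes do not include them. At 2-fold, 669 genes were higher and 197 lower, with 4 of fatty acid oxidation. At 1.2-fold there were 2878 and 2462, with 28, and with no fold limit 3707 and 3532, with 33. Against genes of like length and expression, the complex I median was 0.25 (8 genes higher, against 14), the neuron median 0.0048 and *RpL32* -0.15. Of the ribosomal protein genes 24 were then higher, against 72. The origin of the length trend that this setting removes was not tested.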

Differences from the paper's values

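The figures were read, and the counts and order of terms in Table S2 compared, only after the result was seen. The paper's text gives a 57% reduction of *taf1* by qPCR, and Fig. 1A shows the mutant flies at about 57% of control, read by eye. In the sequenced libraries the reduction was 28.1%, or 71.9% of control, which lies within 1.5 times of the figure's level and not of the text's reduction. A 57% reduction and a level of 57% of control are not the same value. For the reduction, with total-read scaling and with scaling to the qPCR reference genes, both set before the data were examined, the values no longer lie more than 1.5 times apart (the latter gives 42.6%). They do with median of ratios, upper quartile and tissue marker scaling.
For *Arc42*, Fig. 1D shows about 110% of control by qPCR, read by eye, and the libraries gave 193%. The gap is under 1.5 times with total-read scaling and with scaling to the qPCR reference genes (154%), and not with the other scalings. RNA for the qPCR was isolated separately.
The paper states no fold or p threshold for its genes in Table S2, and the lists used here are not the KEGG sets, so the counts below differ in both. Called higher were 4 genes of glycolysis and gluconeogenesis (the paper's 16) and 3 of the TCA cycle list (the paper's 13). So were 34 of the nuclear-encoded genes of oxidative phosphorylation with vacuolar ATPase (the paper's 52). The lysosomal list had 11 (the paper's 46) and branched-chain amino acid degradation 5 (the paper's 16). Called lower were 1 gene of endoplasmic reticulum processing (the paper's 35), 1 of FoxO signaling (the paper's 18), 0 of the circadian clock (the paper's 6), 0 of DNA replication (the paper's 12), 1 of N-glycan synthesis (the paper's 12) and 1 of ubiquitin-mediated proteolysis (the paper's 24). Of the alternatives set before the data were examined, the 1.2-fold limit brings glycolysis and the TCA cycle (13 each), oxidative phosphorylation and the circadian clock within 1.5 times, the absence of a limit on low reads does so for oxidative phosphorylation, and scaling to the qPCR reference genes for the circadian clock and DNA replication. None does so for the other 6. Adding the 12 mitochondrially encoded genes that were called higher, a choice made after seeing the values that drops no gene, gives 46 for oxidative phosphorylation. Genes already called higher can only raise the count. This addition therefore cannot show whether the lists or the thresholds cause the gap.
Table S2 is headed as significantly changed pathways. Of its 40 upregulated terms 23 have a false discovery rate under 0.05, and of its 7 downregulated terms 0 do. In the same table, tyrosine metabolism (the paper's p 0.00054, false discovery rate 0.0371) and galactose metabolism (the paper's p 0.00074, false discovery rate 0.0465) have p-values out of order with their rates. So have, among the downregulated terms, endoplasmic reticulum processing (the paper's p 0.0015, false discovery rate 0.17), DNA replication (the paper's p 0.0208, false discovery rate 0.46) and ubiquitin-mediated proteolysis (the paper's p 0.0439, false discovery rate 0.58). With TMM, of the lists for the downregulated terms only ubiquitin ligases and conjugases had a median log2 ratio with an interval below 0 (-0.17), and against genes of like length and expression, chosen after the list medians were seen, it was -0.037 (-0.19 to 0.03). With total-read scaling the medians of all 6 lists lay between -0.43 and -0.20, and they were lower still with the qPCR reference genes. The median over all measured genes was itself -0.26 with the first of these scalings and -0.32 with the second.
The paper describes the ACAD genes it took to human cells as orthologs of those with the most significant fold changes in *β*-oxidation. *Acadsb* and *Acadvl* ranked 8 and 13 of 36 by log2 ratio, with 10 genes beside them and *Arc42* at least 1.5-fold higher.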

Other observations

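The test of fat body RNA and the count of residual degrees of freedom for the loss of *taf1* were chosen only after the result was seen, and the comparison with genes of like length was added after the list medians were seen but ahead of its own result. Of 19 measured antimicrobial peptide genes, 14 were higher in the *taf1*-mutant library and 0 lower, among them *AttD* (log2 ratio 3.47, 2.02 to 5.95, from 3 to 60 reads), *BomS5* (2.57) and *BomS4* (2.40). The Turandot genes, which code for secreted peptides of the stress response, included *TotA* at 4.02 (115 to 3006 reads), *TotM* at 3.47 and *TotC* at 3.31, within a list of heat shock and Turandot genes that had 4 higher and 2 lower of 12 (median 0.40, -0.17 to 3.31). Hemocyte genes had 6 higher of 8, with the collagen gene *vkg* at 0.98, the phagocytic receptor gene *eater* at 0.98 and *Hml* at 0.84. With total-read scaling and with the qPCR reference genes 2 of the 8 were higher, and *Hml* (0.57 and 0.51) was below the 1.5-fold limit. Fat body genes included the storage protein genes *Lsp2* (2.64, 27 to 274 reads) and *Fbp2* (2.19) and the clotting gene *fon* (2.01, 622 to 4032 reads). The lipase and lipid storage genes *Lip4* (1.31), *mdy* (1.23) and *AkhR* (1.19), the last being the receptor for adipokinetic hormone, were also higher.
Among tissue markers, 4 of 17 neuronal genes were lower and 0 higher (median -0.17, -0.52 to -0.03), with the sodium channel gene *para* at -1.05, the GABA receptor gene *Rdl* at -0.86 and *futsch* at -0.86. Their transcripts are long (median 3628 nt), and against genes of like length and expression the neuronal median was 0.0048. Muscle genes had 4 higher of 23 (median 0.32, -0.14 to 0.40), with *fln* at 2.25, and photoreceptor genes 0 called of 15 (0.13, -0.13 to 0.26). Midgut proteases had 7 higher and 2 lower of 25 (median 0.17, -0.08 to 0.48). The trypsin genes *betaTry* and *alphaTry*, both at 1.34, are close paralogs whose reads the counting could have split. Malpighian tubule genes had 2 higher of 11, *v* at 1.67 and *Uro* at 1.35. Ovary germline genes had 1 higher and 5 lower of 25 (median -0.15, -0.32 to 0.03), and eggshell genes 2 lower of 4 (median -0.76), on 282 and 285 reads for the eggshell list in the libraries. The ovary median was -0.41 with total-read scaling and -0.48 with the qPCR reference genes, and the eggshell median -1.01 and -1.07. Of 33 testis genes 5 were higher and 0 lower, with *Mst84Da* at 4.94 (3.31 to 8.26, from 2 to 118 reads), *Mst84Dc* at 0.97 and *Mst87F* at 0.97, against 4 higher and 7 lower with total-read scaling and 4 and 10 with the qPCR reference genes. Against genes of like length and expression *Mst84Dc* was at 0.48 and *Mst87F* at 0.42, below the 1.5-fold limit. Testis paralogs of respiratory chain genes had 4 higher and 1 lower of 14 (median 0.15, -0.27 to 0.66). Their median turned to -0.11 with total-read scaling and to -0.17 with the qPCR reference genes. Of 48 accessory gland genes, 10 were higher and 5 lower (median -0.12, -0.29 to 0.13), with *Sfp36F* at 6.75 (5.15 to 10.06, from 2 to 415 reads), *Sfp96F* at 6.01 and *Acp26Aa* at -0.83. Against genes of like length and expression the accessory gland median was -0.34 (-0.48 to -0.17). Total-read scaling gave 7 higher and 14 lower and the qPCR reference genes 6 and 19. In the same order of scalings, 7 and 7 neuronal genes were lower, muscle genes had 1 higher and 3 lower and then 1 and 5, midgut proteases 4 and 4 and then 4 and 5, and Malpighian tubule genes 2 and 2 both times. Over all genes, *sordd2* (0 against 789 reads) was at least 163-fold higher and *lncRNA:CR40469* (0 against 662 reads) at least 137-fold higher, each against a limit of 3 reads in the control library. The lowest were *CG33664* (-4.79, 199 to 11 reads), *CG33669* (-4.15) and *Muc4B* (-3.99, 352 to 35 reads).
Fewer ovaries in the mutant pool would lift other tissues as well as the fatty acid oxidation genes, of which 13 of 36 were higher. The ovary and eggshell medians were below 0 but decide little. The ovary interval included 0 (-0.32 to 0.03), and the eggshell list had only 282 and 285 reads. With neuron, photoreceptor and muscle genes at equality, the oxidation median was still 0.45 (lower bound 0.32). Yolk and eggshell genes also took only 0.0033% of the control reads and 0.0021% of the mutant reads. This argues against a sizable share of ovaries in either pool, although many genes are listed at 0 for an unknown reason. A larger share of males is argued against by the median of the testis list (-0.042, -0.16 to 0.15), although 5 of its genes were higher, and short transcripts as the whole cause by the median of 0.42 against genes of like length and expression. A shift of -5.6e-05 when the 20 genes with the most reads were left out of the scaling decides nothing on a few abundant genes, since TMM trims them in any case. A larger share of fat body RNA in the mutant pool may contribute, since fat body markers lay above the oxidation genes (1.10, 0.24 to 2.01), and it was not excluded. Heterozygous loss of *taf1* itself and other differences between the 2 pools cannot be told apart, because 0 residual degrees of freedom are left with 1 library per genotype.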
